A study of Tetrahymena thermophila with 8 samples. Its data were reported in "Phosphorylation of an HP1-like Protein Regulates Heterochromatin Body Assembly for DNA Elimination" (2015).

How the data were processed

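Genomic DNA of sorted nuclei was sequenced in 8 libraries. MICs of vegetative wild-type cells were sequenced from strains B2086 and CU428, and new MACs of exconjugants at 36 hpm were sequenced from 6 genotypes with 1 library each. Groups were taken from the sample titles. For the MIC samples, another label field gave exconjugants, and the titles, which name vegetative cells, were followed. According to the study's methods, nuclei were sorted by size and DNA staining, and the remaining contaminants of the new MACs were mostly MICs. Contaminating MICs add reads to every IES and raise low values.

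The authors trimmed single reads to their first 36 nt and kept reads that mapped to only one place of the draft MIC genome, version 2. The aligner and its version were not stated. Unique mapping removes reads of repeated IES sequence, so values describe the part of an IES that can be told apart from the rest of the genome. For each of 8074 IESs the authors deposited the count of mapped reads, the same count as RPM, which is reads per 1000000 mapped reads of the library, and RPKM, which is RPM per 1000 usable positions. Dividing the deposited count by RPM gave the same library total for every IES of a library, and these totals were used as the depth. The RPKM values were not used in a comparison, since the length cancels in a ratio. The deposited length of an IES was smaller than its span on the supercontig by 35 or more, and by exactly 35 for 924 IESs. This is the number of start positions of a read of 36 nt, and it is called usable positions here. A separate table gave the supercontig, start and end of 8067 of these IESs. The other 7 were left out of analyses of length. The gene annotation at hand belongs to a MAC assembly and was not used for positions in the MIC genome, and base composition was not analysed here.

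RI was computed for each IES as RPM in a new MAC library over the mean RPM of the MIC libraries, for IESs longer than 300 nt with a mean MIC value above 0, which kept all 8074. For each library, the median and percentiles over IESs and the numbers of IESs with an RI of 0.5 or more (retained) and below 0.1 (eliminated) were recorded. For 9 comparisons of libraries, the log2 ratio of RPM was computed with a pseudocount of 0.01 RPM, in which the MIC denominator cancels. An IES was counted as beyond the spread of the MIC pair when its log2 ratio lay outside the central 95% of the log2 ratio of MIC replicate 1 over replicate 2. The MIC replicates came from different strains, so this spread includes differences between strains, but it does not include differences in evenness of coverage between other libraries. It also does not include the larger counting error of libraries with fewer IES reads. Its limits, -0.81 and 0.49, are unequal around 0, and the order of the 2 replicates decides which side is wider. This order was kept for every comparison, so a fall had to be larger than a rise to be counted. The spread of RI within a library was the width of the 5th to 95th percentile range of log10 RI with the same pseudocount. Rank correlations were Spearman's rho across IESs. Because IESs are not replicates and each genotype had 1 library, no p-value across IESs is given. The 95% intervals of rho and the shuffled orders of IESs used below describe these libraries only. Shares of reads were given with 95% Wilson intervals and RIs of single IESs with 95% exact binomial intervals, both of which cover counting error only. The binomial intervals pooled the reads of the 2 MIC libraries, whereas the RI weights both libraries equally, so these intervals are not centred exactly on the RI. Read density was the count plus 0.5 per usable position, relative to the median IES of the library.

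IESs named in the text, except IES 943 and IES 2665, were chosen by a rule set before the data were examined, as were the limits, the comparisons and 15 of the 17 alternative settings. These 2 IESs were chosen after their values were seen. Among IESs of at least 1000 nt with at least 1 RPM in both MIC libraries and MIC values within 1.5 times of each other, the rule took the 3 highest RIs in wild-type, the 3 highest and 3 lowest in MIM22, the 2 lowest in each knockout and the 2 highest in WT-rescue. The alternatives left out each MIC replicate, kept only IESs with at least 1 RPM in both MIC libraries, of at least 1000 nt or with MIC values within 1.5 times, scaled each library to its reads outside the IESs, removed a uniform MIC share, summed RPM over IESs, and changed the limits, the pseudocount or the denominators of the correlations. The other 2 settings, chosen after seeing the data, used the JUB1 KO and TWI1 KO libraries as reference and kept the 4036 IESs in the middle 50% of MIC read density. A median was taken to have moved when it changed by more than the SD of the MIC libraries in median log2 RPM ratio, 0.06, and a width when it changed by more than their SD in the width of log10 read density, 0.00932. Each SD rests on 2 libraries. These limits were set after the values were seen. They replaced the SD over single IESs, which is not a spread of medians and under which 71 values would have moved. A count was taken to have moved when it changed more than 1.5 times, and a rho when it left its 95% interval.

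The computation was tested on simulated counts for 8074 IESs. All 200 IESs set to an RI of 0.05 were recovered with an RI below 0.1, 0 other IESs were, and recovered medians deviated by at most 0.286% from the values set. Simulated unchanged libraries with the spread of the MIC pair, drawn 20 times, gave the rho that a shared denominator alone produces. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.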

Results

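The series measured programmed DNA elimination in the ciliate Tetrahymena thermophila. Each Tetrahymena cell carries a germline micronucleus (MIC) and a somatic macronucleus (MAC). After mating, a new MAC develops from a copy of the germline genome, and internal eliminated sequences (IESs) are removed from it. The files hold the genomic reads of sorted nuclei that mapped to each of 8074 IESs in 8 libraries. The 2 reference libraries came from MICs of vegetative wild-type cells, with strain B2086 as replicate 1 and strain CU428 as replicate 2. The other 6 libraries came from new MACs of exconjugants at 36 hours post-mixing (hpm), with 1 library for each genotype. The genotypes were wild-type, JUB1 KO, TWI1 KO, PDD1 KO, PDD1 KO rescued with wild-type PDD1 (WT-rescue) and PDD1 KO rescued with the phosphor-mimic mutant PDD1-MIM22 (MIM22). Jub1p is a component of the heterochromatin bodies that form before elimination, Twi1p is an Argonaute protein of the RNAi-related pathway that marks IESs, and Pdd1p is an HP1-like protein bound to IES chromatin. In MIM22, phosphorylated residues of Pdd1p were replaced with a residue that mimics their phosphorylated form. Reads at the JUB1, TWI1 and PDD1 genes were not analysed here, so the genotypes rest on the labels. Because each genotype had 1 library, no difference between genotypes has a replicate check, and no p-value is given.

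The libraries differed in depth. Mapped reads numbered 91328715 in MIC replicate 1, 58495628 in MIC replicate 2, 187679274 in the wild-type new MAC, 70122881 in JUB1 KO, 103557753 in TWI1 KO, 54911301 in PDD1 KO, 136058143 in WT-rescue and 113817156 in MIM22. Reads in the listed IESs made up 15.8% of the mapped reads in MIC replicate 1 (95% Wilson confidence interval 15.8% to 15.9%) and 15.5% in MIC replicate 2 (15.5% to 15.6%). In the wild-type new MAC this share was 0.518% (0.517% to 0.519%). It was 13.7% in JUB1 KO, 14.4% in TWI1 KO and 14.0% in PDD1 KO. In WT-rescue the share was 1.02% (1.01% to 1.02%), and in MIM22 it was 5.86% (5.85% to 5.86%). These intervals cover counting error only. The median IES had 1013.5 reads in MIC replicate 1 and 633 in MIC replicate 2, but only 49 reads in the wild-type new MAC and 92 in WT-rescue. No reads were counted for 133 IESs in the wild-type new MAC, 2 in WT-rescue and 3 in MIM22. A count of 0 in the wild-type library allows up to 3 reads, which corresponds to a retention index of 0.00146 at the median IES. In that library 743 IESs had 3 or fewer reads, so low values of single IESs were poorly resolved there.

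The MIC pair was the only pair of libraries of one kind and served as the measure of error between libraries. The log2 ratio of RPM in replicate 1 over replicate 2 had a median of 0.08 and an SD of 0.29 across the 8074 IESs, and its central 95% ran from -0.81 to 0.49. The rank correlation of the pair was 0.981 across IESs. Between the replicates, 61 IESs differed more than 2-fold, 55 of them with the higher value in CU428.

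To measure elimination, a retention index (RI) was computed for each IES as its RPM in the new MAC over its mean RPM in the MIC libraries. An IES present in every new MAC copy has an RI near 1, and a fully eliminated IES has an RI near 0 apart from reads of contaminating MICs. In the wild-type new MAC, the median RI was 0.0203 (interquartile range over IESs 0.0101 to 0.0350). The RI was between 0.001 and 0.1 for 7601 IESs (94.1%). An RI below 0.1, used here as the limit for an eliminated IES, was found for 7746 IESs (95.9%), and an RI of 0.5 or more, used as the limit for a retained IES, was found for 55 IESs (0.681%). The count of retained IESs in this library was 93 with a limit of 0.3. Removing a uniform MIC share equal to this median RI brought the median of wild-type to 1.92e-06 by construction and that of WT-rescue to 0.0385. This setting took the MIC share to be the same in every library. The RI of RPM summed over all IESs was 0.0330 in wild-type, 0.875 in JUB1 KO, 0.915 in TWI1 KO and 0.373 in MIM22.

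**Figure D1:**
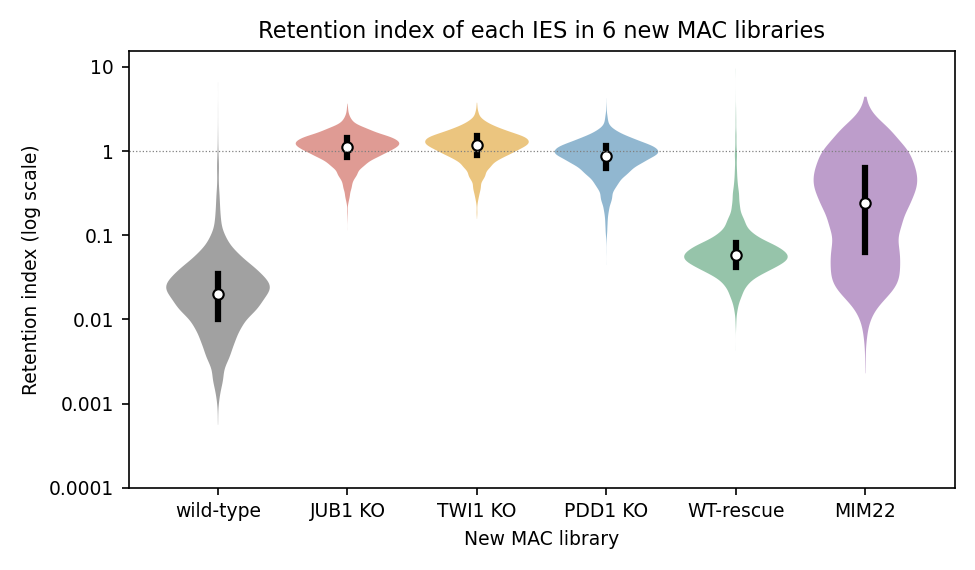
Smoothed distribution of the retention index (log scale) over IESs in each of the 6 new MAC libraries, with the median (circle) and interquartile range (bar) over all 8074 IESs; IESs with an RI of 0 (133 in wild-type, 2 in WT-rescue and 3 in MIM22) are not drawn in the shapes. The medians were near 1 in the knockouts, 0.0203 in wild-type and 0.0580 in WT-rescue, and MIM22 had the widest interquartile range.

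The JUB1 KO and TWI1 KO libraries address whether elimination takes place without the heterochromatin body component Jub1p or without the RNAi-related pathway. In JUB1 KO, the median RI was 1.13 (interquartile range 0.848 to 1.42), and 7568 IESs (93.7%) were retained. In TWI1 KO, the median RI was 1.19 (0.890 to 1.49), and 7612 IESs (94.3%) were retained. No IES had an RI below 0.1 in either library. The median log2 ratio over the wild-type new MAC was 5.49 for JUB1 KO and 5.56 for TWI1 KO, computed with a pseudocount of 0.01 RPM, which understates the change of IESs with few wild-type reads. With values at or under 3 reads set to 3 reads, these medians were 5.54 and 5.62. Raising the pseudocount to 0.1 RPM lowered the JUB1 KO ratio to 4.98. In JUB1 KO, 8057 IESs (99.8%) differed from wild-type by more than the central 95% of the MIC pair, 8055 of them upwards. For TWI1 KO the number was 8059, with 8057 upwards. Between JUB1 KO and TWI1 KO, the median log2 ratio was -0.05, and only 22 IESs (0.272%) lay beyond the spread of the MIC pair. The ratio lay within that spread for 99.7% of IESs.

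The PDD1 KO library and its rescues address the requirement for Pdd1p. In PDD1 KO, the median RI was 0.884 (interquartile range 0.622 to 1.14), 6812 IESs (84.4%) were retained, and 13 IESs had an RI below 0.1. Counts of eliminated IESs in this library depended on the limit, with 150 IESs below an RI of 0.2. The median log2 ratio of PDD1 KO over wild-type was 5.23, and 8046 IESs lay beyond the spread of the MIC pair. In WT-rescue, the median RI was 0.0580 (0.0420 to 0.0810), 6735 IESs (83.4%) were eliminated and 155 IESs (1.92%) were retained. WT-rescue was lower than PDD1 KO by a median log2 ratio of -3.94, with 7905 IESs (97.9%) below the spread of the MIC pair. WT-rescue remained above wild-type, with a median log2 ratio of 1.39 and 6567 IESs (81.3%) above that spread. The median of this last comparison was 1.06 with a pseudocount of 0.1 RPM. The median RIs of both libraries lay within the range of MIC contamination that the study gave for its new MAC preparations. The share of MICs in each library was not measured here. For this shift of the median, more MICs in the WT-rescue library and less complete elimination therefore cannot be told apart.

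The MIM22 library addresses whether elimination takes place when Pdd1p mimics its phosphorylated form. In MIM22, the median RI was 0.243 (interquartile range 0.0624 to 0.636). Retained IESs numbered 2546 (31.5%), eliminated IESs 2639 (32.7%), and the RI of the other 2889 IESs (35.8%) lay between these limits. The RI was between 0.01 and 1 for 6841 IESs (84.7%) and above 1 for 1158 IESs (14.3%). MIM22 exceeded WT-rescue by a median log2 ratio of 1.82, with 5658 IESs (70.1%) above the spread of the MIC pair and 928 IESs (11.5%) below it. MIM22 was lower than PDD1 KO by a median log2 ratio of -1.81, with 5598 IESs (69.3%) below the spread and 502 IESs (6.22%) above it. Against JUB1 KO, the median log2 ratio was -2.07, with 5742 IESs (71.1%) below the spread and 266 IESs (3.29%) above it. The MIC replicates shared one coverage profile, with a rho of read density of 0.902, whereas WT-rescue and JUB1 KO were covered differently from MIM22, as described below for read density. The spread of the MIC pair does not contain that difference, so the counts against WT-rescue and JUB1 KO can include IESs that differed in coverage only.

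The RI varied between IESs to a different extent in each library. The 5th to 95th percentile range of log10 RI was 0.614 wide in JUB1 KO, 0.622 in TWI1 KO and 0.731 in PDD1 KO. It was 1.26 wide in the wild-type new MAC, 0.989 in WT-rescue and 1.91 in MIM22. The same measure for one MIC library over the other was 0.267. In MIM22, the 95th percentile of RI was 88.9 times the 5th, compared with 4.13 times in JUB1 KO. Among IESs in the middle 50% of MIC read density, a setting chosen after seeing the data, the width was 0.251 in JUB1 KO and 1.90 in MIM22.

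Read density, taken as reads per position at which a read could start and set relative to the median IES of each library, showed how evenly IESs were covered. The 95th percentile of density was 5.43 times the 5th in MIC replicate 1 and 5.26 times in MIC replicate 2. In JUB1 KO and TWI1 KO these ratios were only 1.69 and 1.64. The ratio was 8.55 in PDD1 KO, 6.29 in WT-rescue, 37.4 in the wild-type new MAC and 86.5 in MIM22. From the lowest to the highest 10% of IESs by density in MIC replicate 2, the median RI fell from 1.83 to 0.468 in JUB1 KO and from 1.93 to 0.490 in TWI1 KO. It fell from 0.917 to 0.587 in PDD1 KO and from 0.0953 to 0.0256 in WT-rescue. It was 0.0141 and 0.0154 in wild-type, and 0.204 and 0.241 in MIM22. The RI of a single IES in the JUB1 KO, TWI1 KO and WT-rescue libraries therefore moved with the coverage of the MIC reference. In PDD1 KO it did so less strongly. The rho of RI with mean MIC read density was -0.925 in JUB1 KO, -0.933 in TWI1 KO, -0.657 in WT-rescue and -0.234 in PDD1 KO. It was 0.0267 in wild-type and -0.0201 in MIM22. Counts beyond the spread of the MIC pair that set JUB1 KO, TWI1 KO or WT-rescue against wild-type, PDD1 KO or MIM22 carry the same limit. Counts that set PDD1 KO against wild-type or MIM22 carry it to a lesser degree.

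**Figure D2:**
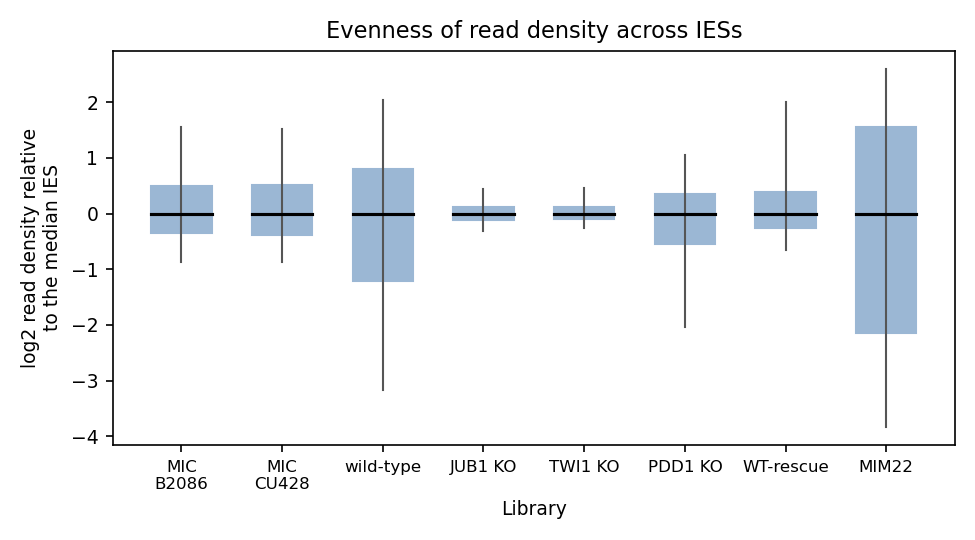
Read density of IESs in the 8 libraries as log2 of reads per usable position relative to the median IES of that library (line), with the interquartile range (box) and the 5th to 95th percentiles (whiskers). The boxes of JUB1 KO and TWI1 KO were narrower than those of the MIC libraries, and that of MIM22 was the widest.

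Rank correlations of RI between libraries were computed across IESs, which are not independent replicates, for 15 pairs of libraries. The RIs of each pair were taken over different MIC replicates so that they shared no denominator. Simulated unchanged libraries gave a rho of -0.00283 in this way and of 0.318 with a shared denominator. The observed rho was 0.837 between JUB1 KO and TWI1 KO, 0.511 between PDD1 KO and MIM22, 0.363 between WT-rescue and MIM22, and 0.157 between JUB1 KO and MIM22. Libraries with opposite outcomes were also correlated. The rho with WT-rescue, where most IESs were eliminated, was 0.632 for JUB1 KO and 0.598 for TWI1 KO. The rho with the wild-type new MAC was 0.438 for PDD1 KO and 0.393 for MIM22. A rho between libraries is therefore no measure of shared elimination alone. The rho of PDD1 KO and WT-rescue was 0.338, and the other 6 pairs lay between 0.0856 and 0.356. With the shared denominator the rho of JUB1 KO and TWI1 KO was 0.953. Splitting the denominators does not remove a deviation that both MIC libraries share, such as the uneven density described above. With JUB1 KO and TWI1 KO as split denominators, also chosen after seeing the data, the rho of PDD1 KO and MIM22 was 0.480, but that of PDD1 KO and WT-rescue fell to 0.126.

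**Figure D3:**
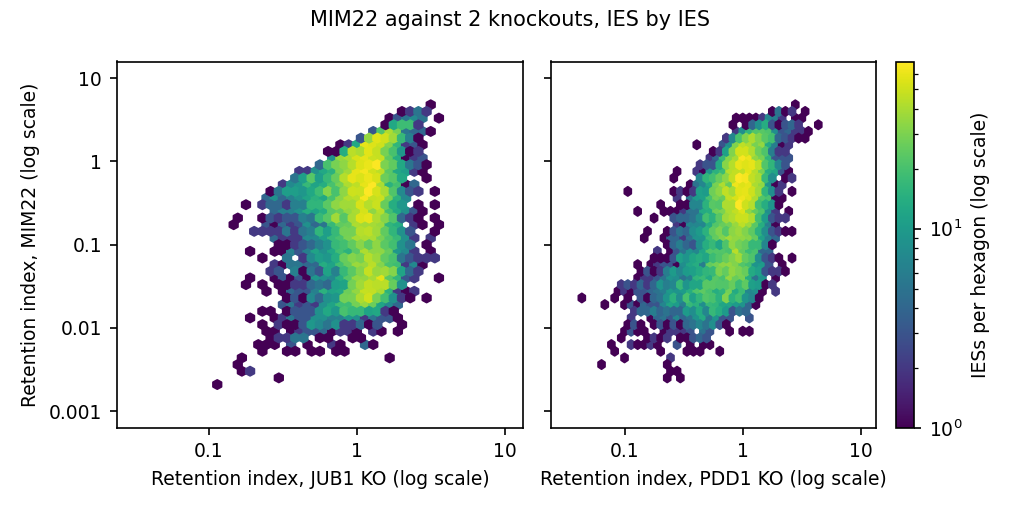
Retention index of each IES in MIM22 against JUB1 KO (left) and PDD1 KO (right), both axes on a log scale, with color giving the number of IESs per hexagon; IESs with an RI of 0 are not drawn. The rho across IESs was 0.157 with JUB1 KO and 0.511 with PDD1 KO when the MIC denominators were split.

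IES length was known for 8067 IESs and had a median of 2854 nt, with a longest IES of 43428 nt. The rank correlation of RI with length across IESs was 0.310 in wild-type, -0.340 in JUB1 KO, -0.343 in TWI1 KO, 0.229 in PDD1 KO, -0.245 in WT-rescue and 0.0387 in MIM22. The negative values depended on MIC read density. In the middle 50% of MIC read density, rho was 0.00409 in JUB1 KO, -0.00357 in TWI1 KO and 0.0249 in WT-rescue. In PDD1 KO, the median RI rose from 0.541 in the 147 IESs of up to 500 nt to 0.977 in the 472 IESs of more than 10000 nt, and the rho of PDD1 KO was 0.315 in the middle 50% of MIC read density. In the wild-type new MAC, the median RI rose from 0.0124 to 0.0294 between the same classes. In MIM22, it rose from 0.106 to 0.282, although the interquartile range in the shortest class, from 0.0479 to 0.611, contained that of the longest, from 0.148 to 0.505.

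**Figure D4:**
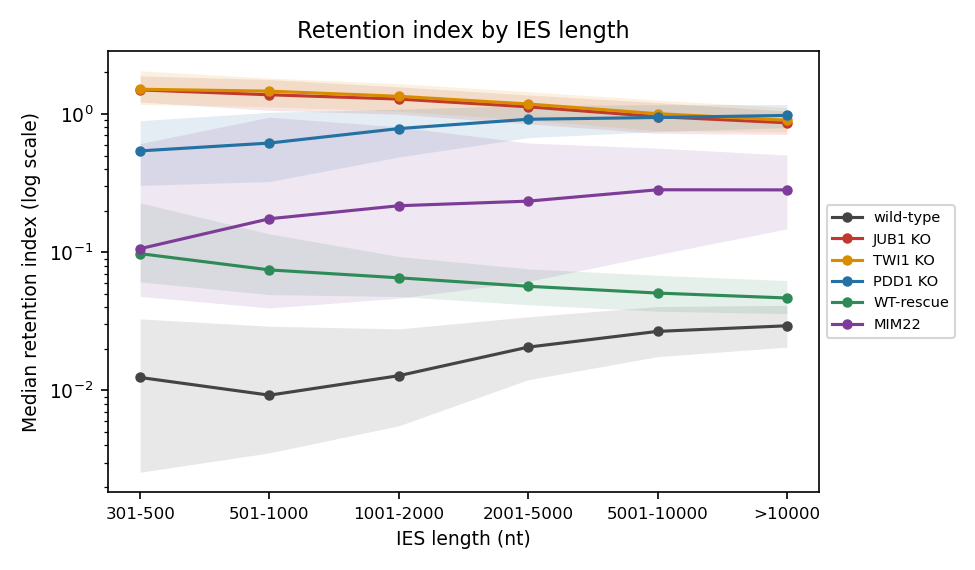
Median retention index (log scale, points) and interquartile range over IESs (shading) in 6 classes of IES length (nt) for the 6 new MAC libraries. The medians rose with length in PDD1 KO, from 0.541 to 0.977, and fell in JUB1 KO, from 1.49 to 0.864.

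Single IESs at the ends of the distributions were taken from the 6979 IESs that were at least 1000 nt long, had at least 1 RPM in both MIC libraries and had MIC values within 1.5 times of each other. Positions are those of the draft MIC genome, version 2, and intervals are 95% exact intervals for counting error. The highest RI in the wild-type new MAC was found for IES 7989 (supercont2.126, 202254 to 209603), with 17502 wild-type reads, 14.3 ± 1.35 RPM in the MIC libraries (SD, n = 2) and an RI of 6.54 (6.17 to 6.74). Its RI was 4.52 in WT-rescue and 3.82 in MIM22. With the JUB1 KO and TWI1 KO libraries as reference, its wild-type value was 2.54. IES 1120 (supercont2.572, 29134 to 30756) and IES 1184 (supercont2.142, 248643 to 253434) followed, with wild-type RIs of 3.38 (3.11 to 3.64) and 2.25 (2.06 to 2.37) and WT-rescue RIs of 1.62 and 1.71. The highest RIs in WT-rescue belonged to IES 5920 (supercont2.171, 23590 to 25016), at 9.54 (8.85 to 10.1), and IES 2233 (supercont2.639, 14903 to 21074), at 8.84 (8.49 to 8.97). Their RIs were 0.0140 and 0.0225 in wild-type, and 0.860 and 0.891 in PDD1 KO. With the JUB1 KO and TWI1 KO libraries as reference, their WT-rescue values were 9.28 and 11.9, so their order reversed.

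In MIM22, the highest RIs were 4.23 (3.82 to 4.59) for IES 892 (supercont2.67, 268194 to 270318), 4.16 (3.68 to 4.83) for IES 3543 (supercont2.66, 346216 to 347324) and 3.96 (3.54 to 4.31) for IES 6764 (supercont2.48, 486868 to 488445). The MIC read density of these IESs was low, between 0.394 and 0.536 times the library median, and with the JUB1 KO and TWI1 KO libraries as reference their values were 1.38, 1.41 and 1.5. The lowest RIs in MIM22 were 0.00229 (0.00172 to 0.00303) for IES 1531 (supercont2.62, 487791 to 495777), 0.00266 (0.000840 to 0.00605) for IES 3764 (supercont2.78, 126382 to 129936) and 0.00304 (0.00222 to 0.00414) for IES 2700 (supercont2.154, 239574 to 244569), from 52, 5 and 43 reads. Their MIC read density was high, between 3.43 and 7.11 times the library median, and with the JUB1 KO and TWI1 KO libraries as reference their values were 0.0159, 0.00948 and 0.0168. IES 1531 and IES 2151 (supercont2.469, 54538 to 59613) also had the lowest RIs in JUB1 KO, at 0.115 (0.110 to 0.121) and 0.146 (0.138 to 0.152), and in TWI1 KO, at 0.173 and 0.156. The read density of IES 1531 was 6.47 and 7.11 times the median IES in the MIC libraries and 0.686 times the median IES in JUB1 KO. That of IES 2151 was 7.83 and 7.42 times the median in the MIC libraries and 0.981 times the median in JUB1 KO. In PDD1 KO, the lowest RIs were 0.0850 (0.0564 to 0.130) for IES 4962 (supercont2.47, 430433 to 431433) and 0.0865 (0.0543 to 0.128) for IES 7653 (supercont2.11, 910114 to 911869), from 25 and 24 reads. Their RIs in JUB1 KO were 0.599 and 1.40. With the JUB1 KO and TWI1 KO libraries as reference, their PDD1 KO values were 0.113 and 0.0633, within the counting intervals above. Only that of IES 7653 stayed below 0.1.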

Values the study reported

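The study reported RIs of 0.001 to 0.1 for most IESs in wild-type new MACs. It put the MIC contamination of its new MAC preparations at about 2% to 10%. For JUB1 KO, the study reported RIs near 1 at most IESs. In MIM22, it reported RIs that varied between IESs from 0.01 to 1.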

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

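In all, 395 values were recomputed under 17 settings. Of these, 277 stayed within the limits given with the methods and 118 moved, many of them by little, since the limits for medians and widths rest on only 2 MIC libraries. The numbers of IESs beyond the spread of the MIC pair did not move in any setting that recomputed them. Apart from JUB1 KO over TWI1 KO, these counts were 6008 to 8059 of 8074 IESs, so only a fall could have moved them. The 2 settings chosen after seeing the data, which address coverage, did not recompute them, so their dependence on coverage was not tested. No paired analysis was possible because each new MAC group had 1 library. Where no cause is named below, the cause was not tested.

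Across the settings that each left out 1 MIC replicate, no median or count moved, but log10 RI was from 1.25 to 1.29 wide in wild-type, from 0.626 to 0.642 in JUB1 KO, from 0.635 to 0.653 in TWI1 KO, from 0.723 to 0.761 in PDD1 KO and from 0.997 to 1.01 in WT-rescue. With MIC values within 1.5 times, the PDD1 KO width was 0.720. With at least 1 RPM in both MIC libraries, log10 RI was 1.24 wide in wild-type and 0.959 in WT-rescue, and the rho of RI with length was -0.312 in JUB1 KO and -0.317 in TWI1 KO.

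Among IESs of at least 1000 nt, log10 RI was 1.22 wide in wild-type, 0.601 in JUB1 KO, 0.652 in PDD1 KO, 0.926 in WT-rescue and 1.89 in MIM22. The rho with length was -0.307 in JUB1 KO, -0.313 in TWI1 KO, 0.181 in PDD1 KO and -0.206 in WT-rescue, and 3 IESs were eliminated in PDD1 KO and 99 retained in WT-rescue. The median log2 ratio of WT-rescue was -4.00 over PDD1 KO and 1.30 over wild-type, and that of MIM22 over WT-rescue was 1.94. The rho with wild-type was 0.158 for JUB1 KO, 0.119 for TWI1 KO, 0.338 for WT-rescue and 0.374 for MIM22, and the rho with PDD1 KO was 0.411 for JUB1 KO, 0.371 for TWI1 KO, 0.374 for WT-rescue and 0.482 for MIM22.

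Scaling each library to its reads outside IESs lowered the median RI to 0.0172 in wild-type, 0.0494 in WT-rescue and 0.217 in MIM22, the libraries with fewer IES reads. The median log2 ratio over wild-type rose to 5.69 for JUB1 KO, 5.78 for TWI1 KO and 5.44 for PDD1 KO. It was -4.14 for WT-rescue over PDD1 KO, and for MIM22 it was 1.89 over WT-rescue, -1.94 over PDD1 KO and -2.19 over JUB1 KO. No count moved. The percent of IESs higher in one library than the other changed most for JUB1 KO over TWI1 KO, by -3.05 percentage points. Removing a uniform MIC share brought the median RI of wild-type to 1.92e-06 by construction, that of WT-rescue to 0.0385 and that of MIM22 to 0.227, with 1 eliminated IES in JUB1 KO and 33 in PDD1 KO. The share was the median RI of wild-type and was taken to be the same in every library, so this setting does not cover libraries with different MIC shares. Summing RPM over all IESs, which weights long and densely covered IESs, gave an RI of 0.0330 in wild-type, 0.875 in JUB1 KO, 0.915 in TWI1 KO, 0.0648 in WT-rescue and 0.373 in MIM22.

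Changing a limit changed counts by construction. With an RI of 0.3 as the limit, 93 IESs were retained in wild-type and 297 in WT-rescue, and with 0.7, 32 in wild-type. Below an RI of 0.05 there was 1 IES in PDD1 KO, 3039 in WT-rescue and 1696 in MIM22. Below 0.2 there were 13 in JUB1 KO, 12 in TWI1 KO and 150 in PDD1 KO. A pseudocount of 0.1 RPM, which compresses low values, narrowed log10 RI to 0.945 in wild-type, 0.611 in TWI1 KO, 0.702 in PDD1 KO and 1.75 in MIM22. It gave median log2 ratios over wild-type of 4.98 for JUB1 KO, 5.06 for TWI1 KO, 4.72 for PDD1 KO and 1.06 for WT-rescue, of -3.74 for WT-rescue over PDD1 KO, and of 1.68 and -1.71 for MIM22 over WT-rescue and PDD1 KO. A pseudocount of 0.001 RPM widened log10 RI to 1.48 in wild-type and 1.95 in MIM22 and gave 5.31 for PDD1 KO over wild-type. The wild-type width is limited by depth, since 743 IESs had 3 or fewer reads there.

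A shared MIC denominator raised 11 of the 15 correlations beyond their intervals, as it does in simulated unchanged libraries. The rho of JUB1 KO and TWI1 KO became 0.953. The rho with wild-type became 0.148 for JUB1 KO, 0.107 for TWI1 KO, 0.469 for PDD1 KO and 0.338 for WT-rescue. The rho with PDD1 KO became 0.423 for JUB1 KO, 0.380 for TWI1 KO, 0.386 for WT-rescue and 0.537 for MIM22, and the rho with WT-rescue became 0.707 for JUB1 KO and 0.671 for TWI1 KO.

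The remaining 2 settings were chosen after seeing the data. With JUB1 KO and TWI1 KO as reference, the largest change of a correlation between libraries was that of PDD1 KO and WT-rescue, which fell from 0.338 to 0.126. The rho with MIM22 was 0.480 for PDD1 KO and 0.383 for WT-rescue, and that of wild-type and PDD1 KO was 0.484. The rho with length was 0.410 in wild-type, 0.492 in PDD1 KO, -0.00362 in WT-rescue and 0.112 in MIM22. The median RI was 0.840 in PDD1 KO and 0.0503 in WT-rescue, 32 IESs were retained in wild-type and 36 eliminated in PDD1 KO, and log10 RI was 0.785 wide in PDD1 KO, 0.724 in WT-rescue and 1.84 in MIM22.

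In the middle 50% of MIC read density, the median RI was 0.0230 in wild-type, 0.942 in PDD1 KO and 0.264 in MIM22, and log10 RI was 1.24 wide in wild-type, 0.251 in JUB1 KO, 0.252 in TWI1 KO, 0.666 in PDD1 KO, 0.753 in WT-rescue and 1.90 in MIM22. The rho with length was 0.356 in wild-type, 0.00409 in JUB1 KO, -0.00357 in TWI1 KO, 0.315 in PDD1 KO, 0.0249 in WT-rescue and 0.0651 in MIM22. The negative correlations with length in JUB1 KO, TWI1 KO and WT-rescue were thus near 0 once MIC read density was held in a narrow range.

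The RIs of named IESs comprised 17 values, recomputed 64 times in all. Of these recomputed values, 23 left their counting interval, and 13 of the 17 did so under at least 1 setting. The intervals pooled the MIC reads and are not centred exactly on the RI, which can affect these counts.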

Other observations

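The tests on the spread of RI in MIM22 and the test on IESs kept in the wild-type new MAC at the limit of 1 were fixed before the result was seen, and all other tests in this part were chosen only after it was seen.

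The spread of RI in MIM22 was not accounted for by counting noise or by position, and the trend of RI with length was weak. Among 7321 IESs of at least 1000 nt with at least 1 RPM in both MIC libraries, where counting noise is small, log10 RI was 1.89 wide in MIM22 and 0.601 in JUB1 KO. The test set for a uniform share of MICs decided nothing, because taking a constant from every RI can only raise the ratio of the upper to the lower quartile, here from 10.2 to 14.6. Neighbouring IESs were hardly alike. The rho of 7426 adjacent pairs in MIM22 was 0.0251. This was just above 0.0234, the upper limit of the central 95% of 1000 shuffled orders, and below the 0.0962 of JUB1 KO. An effect shared by large regions therefore explains little of the spread. The rho with length was 0.0385 among IESs with at least 1 RPM in both MIC libraries, although median RI was lower below 1000 nt (0.146) than above 5000 nt (0.283). A rho measures only a steady trend, so it cannot exclude that the spread itself changes with length. In IESs above 500 and up to 1000 nt, the interquartile range of RI in MIM22 was 0.0395 to 0.949. Above 10000 nt it was 0.148 to 0.505, so the spread was narrower in long IESs. A candidate explanation is that IESs differ in how much their elimination depends on dephosphorylated Pdd1p. With 1 MIM22 library, whose coverage of IESs may also differ from that of other libraries, this stays a hypothesis.

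IESs with low RI in MIM22 also tended to have low RI in PDD1 KO. The rho was 0.495 when MIM22 was divided by JUB1 KO and PDD1 KO by TWI1 KO, so a shared MIC denominator was not its source. With length and MIC read density held fixed, it was 0.478. In the lowest 10% of IESs by MIM22, the median PDD1 KO value, relative to the mean of JUB1 KO and TWI1 KO, was 0.380, compared with 0.95 in the highest 10%. Missing or changed sequence in the PDD1 KO strains would lower WT-rescue at these IESs as well, but WT-rescue was at 0.879 of its overall median there while PDD1 KO was at 0.453. However, the wild-type new MAC over JUB1 KO correlated with PDD1 KO over TWI1 KO just as strongly, with a rho of 0.491, although nearly all IESs are eliminated in wild-type. With the wild-type values held fixed as well, the rho of MIM22 and PDD1 KO was 0.418, but wild-type values rest on few reads and remove a shared profile only in part. A coverage profile shared by these libraries and IESs that are partly eliminated without functional Pdd1p cannot be told apart with 1 library per genotype.

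RI in JUB1 KO and TWI1 KO fell with MIC read density. The 808 IESs with the lowest RIs in JUB1 KO, with a median RI of 0.463, had a median log2 read density of 0.0700 in that library, 1.43 in MIC replicate 1 and 1.39 in MIC replicate 2, each relative to the median IES. These values decide nothing about partial elimination of those IESs, because choosing low RIs chooses high MIC density. Partial elimination alone does not account for the other end, since it cannot raise a value above 1. In the 10% of IESs with the lowest density in MIC replicate 2, the median ratio over MIC replicate 1, scaled to reads outside IESs, was 1.66 in JUB1 KO and 1.76 in TWI1 KO, compared with 0.852 in MIC replicate 2. The width of log2 density from the 5th to the 95th percentile was 2.44 in MIC replicate 1 and 2.40 in MIC replicate 2, compared with 0.76 in JUB1 KO. Uneven coverage of the MIC libraries may therefore account for part of the spread of RI in this knockout, and whether IESs with low RI were also eliminated in part stays open, as does what made the coverage uneven. Unique mapping applied to all libraries alike. From the lowest to the highest 10% of IESs by density in MIC replicate 2, the median log2 density rose by 1.69 in PDD1 KO, 2.53 in wild-type and 2.75 in MIM22, compared with 0.28 in JUB1 KO, 0.27 in TWI1 KO and 0.45 in WT-rescue. PDD1 KO is a new MAC library that keeps its IESs, so the kind of nucleus alone does not account for the difference, and genotype and a difference in library preparation cannot be told apart. Base composition was not analysed here.

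Short IESs had lower RIs in PDD1 KO. The median was 0.590 in 731 IESs below 1000 nt and 0.955 in 1885 IESs above 5000 nt. With JUB1 KO and TWI1 KO as reference, the medians were 0.448 and 1.00, a ratio of 0.446, which argues against uneven MIC coverage as the source. Short IESs had a lower read density than long ones in all 8 libraries, by a log2 difference of -0.83 and -0.90 in the MIC libraries, -0.21 in JUB1 KO and -1.39 in PDD1 KO. A shortage of the same size in every library cancels in the RI, so the ratio of short to long in JUB1 KO, which was 1.00 in the middle 50% of MIC read density, decided nothing about it. The same ratio was 0.537 in PDD1 KO, 0.377 in MIM22, 1.04 in WT-rescue and 0.289 in the wild-type new MAC. The libraries with a low ratio were those whose density rose with that of the MICs. Partial elimination of short IESs without Pdd1p and a bias of these libraries against short IESs cannot be told apart, since each genotype had 1 library.

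Of the 55 IESs with an RI above 0.5 in the wild-type new MAC, 26 had an RI of 1 or more in WT-rescue, and 22 had one in each of the 5 other new MAC libraries. With a limit of 0.5, which was chosen after the values were seen, 46 reached it in WT-rescue, 55 in JUB1 KO, 51 in PDD1 KO and 47 in MIM22. Of all IESs, 1.92% reached it in WT-rescue, 93.7% in JUB1 KO, 84.4% in PDD1 KO and 31.5% in MIM22. The counts in JUB1 KO and PDD1 KO therefore say little about these 55 IESs. Sequence that belongs to the MAC genome, through an annotation error or reads shared with retained sequence, was predicted to give an RI of 1 or more throughout. In wild-type itself, only 16 of the 55 were above 1 and 39 were not, but uneven MIC coverage shifts the RI of single IESs, so this does not settle the matter. Such sequence and incomplete elimination in both wild-type and WT-rescue cannot be told apart for most of these IESs, since no MAC sequence was compared. With equal scaling, incomplete elimination alone does not give a higher RI than a library that keeps its IESs, yet 8 of the 55 were higher in wild-type than in JUB1 KO. RPM includes IES reads in the total, which raises the RI somewhat in a library with few such reads. The 8 were not recounted with scaling to reads outside IESs, so a small excess among them needs no other source. The largest excess was that of IES 7989, with an RI of 6.54 in wild-type, 2.73 in JUB1 KO and 2.01 in PDD1 KO, and its source stays open. For 2 of the 55, named after their values were seen, a low RI in WT-rescue argues against such sequence, unless the strains differ. IES 943 (supercont2.534, 8304 to 24487) had an RI of 0.586 in wild-type and 0.0469 in WT-rescue. IES 2665 (supercont2.346, 56183 to 67577) had an RI of 0.629 in wild-type and 0.0545 in WT-rescue. Both are long and had 5979 and 4471 wild-type reads, so counting noise was not the source. Elimination that failed in part of the wild-type population may explain them, and no further library of that genotype was analysed here.

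In the opposite direction, 139 IESs had an RI of 0.3 or more in WT-rescue and below 0.1 in wild-type, with at least 25 WT-rescue reads each. Of these, 119 (85.6%) had an RI of 0.5 or more in MIM22, compared with 31.5% of all IESs. Low MIC values explain part of this group at most, because 67 of the 139 remained at 0.3 or more in WT-rescue with JUB1 KO and TWI1 KO as reference, and of those 67, 52 were at 0.5 or more in MIM22. An IES that is sensitive to the level of Pdd1p could be kept in both rescues. A shared origin of the rescued strains and such sensitivity cannot be told apart here. IES 2233, the IES with 44429 WT-rescue reads, alone held 3.21% of all IES reads of that library. Its read density was 242 times the median IES in WT-rescue and 0.984 times in JUB1 KO, and its cause was not tested.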
